A study of Mus musculus with 6 samples. Its data were reported in "Inhibition of anti-tumor immunity by melanoma cell-derived Activin-A depends on STING" (2024).

How the data were processed

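Single cells from subcutaneous grafts of YUMM3.3, a mouse melanoma line, were profiled in 6 libraries. βA cells carried a lentivirus with INHBA, the gene of the activin A subunit, and Ctrl cells an empty one. Both lines had also received a GFP lentivirus. Mice were 10 weeks old, tumors were taken at day 13, and each library pooled 2 tumors, which gave 3 libraries and 6 tumors per group. Sorting of live cells by GFP parted tumor from stromal cells, and the share of tumor cells in each sample was then set to 10%. The labels name 2 sorting machines with randomized samples but do not say which machine sorted which library, so a sorting batch could not be modelled.

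The deposited values were UMI counts per gene and cell barcode, in filtered matrices that the authors made with 10x Chromium v3.1 chemistry and Cell Ranger v5, using a prebuilt mouse reference to which GFP had been added. The submitters' processing notes also name Seurat 4.0.2. The genome build was not given in the sources used here. Of the 32285 gene IDs in the matrices, 32158 (99.6%) occur in GENCODE vM21, the annotation of GRCm38 from which positions are given. GFP had no entry in the matrices. Total UMI counts per library ran from 21552212 to 38810487. All values were whole numbers, and pairs of libraries shared at most 5 barcodes.

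Cells were filtered per library with scuttle 1.12.0 (3 median absolute deviations, on the lower side of log UMIs and log detected genes and the upper side of the mitochondrial percentage). This left 11534 cells. The resulting UMI thresholds differed between groups, at 119, 109 and 161 in the Ctrl libraries and 1212, 524 and 725 in the βA libraries. The mitochondrial limits differed too, at 9.99%, 10.5% and 11.3% in the Ctrl libraries and 7.31%, 6.97% and 8.21% in the βA libraries. Doublets were scored with the scrublet implementation of scanpy 1.11.5 at an expected 4%. Its automatic threshold called 28 cells (0.243%), under the 0.5% fixed as a sign that a caller had not worked, so the 4% of cells with the highest score in each library were removed, 461 in all, leaving 11073 cells. Counts were normalised with SCTransform (sctransform 0.4.2) and integrated in Seurat 5.3.0 over 3000 genes and 30 principal components, and clustered at resolution 0.8 into 27 clusters.

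A cluster took the name of the class with most of its fixed markers among the cluster's marker genes (at least 3 markers, each detected in 20% of the cluster and 1.5-fold above other cells). The details of this naming rule were revised after the clusters were seen and before any comparison between groups was run. The 11 classes were tumor cells, monocytes and macrophages (MonoMacs), neutrophils, T cells, NK cells, dendritic cells (DCs), basophils and mast cells, fibroblasts, endothelial cells, pericytes and B cells. Cluster 16, with 230 cells, stayed unnamed.

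UMI counts were summed per library and class, using libraries with at least 10 cells of the class and classes with at least 2 such libraries per group. This left 7 classes. Fibroblasts, endothelial cells, pericytes and B cells were compared only as shares of cells. Sums were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test), with libraries as replicates and a Benjamini-Hochberg adjusted p under 0.05 as the threshold. Values are TMM-normalised CPM, and changes are log2 fold changes of βA over Ctrl with their standard error. Shares of cells per class were tested with the edgeR quasi-likelihood test on cell numbers with the total as offset, and with a two-sided exact permutation test, which at 3 against 3 cannot give a p below 0.1.

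Gene lists and marker sets, 58 in all, were tested per class, where at least 5 members were tested, with camera from limma 3.58.1 (preset correlation 0.01), again with an estimated correlation, and with fry, which asks whether a list's genes move one way and compares them with no other genes. Differences of the βA effect between classes were tested as the class by condition term of an edgeR fit with library as a block. T cells were called CD8 by a UMI of Cd8a or Cd8b1 and none of Cd4, CD4 by a UMI of Cd4 and none of the others, and regulatory by a UMI of Foxp3, and shares were also taken with cells thinned to 2000 UMIs.

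Genes were named by rule. In tumor cells, MonoMacs and DCs these were the 12 higher and the 12 lower genes with the largest changes among those past the threshold, with non-overlapping groups and a level of at least 10% of the gene's top class. B cells, with fewer than 10 cells in every library, had no level for this rule. In the other classes up to 5 per direction were taken. Added to these were up to 4 members per list with the smallest p, Inhba, Ifng, Cxcl9, Cxcl10, Cd274, Lgals9 and Irf7 in each class, and 6 T cell genes. Predicted genes with numbered names were passed over, and some genes that the rule selected are not reported here. Where a group had 0 UMIs of a gene, the fold is a lower bound against 3 counts over the group. With 1 to 3 counts the ratio is given with its 95% exact binomial interval, which covers counting error alone.

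In simulated counts with the depth and spread of each class, the edgeR test recovered 59% (tumor cells), 86% (MonoMacs), 56% (DCs), 43% (neutrophils), 66% (T cells), 56% (NK cells) and 28% (basophils and mast cells) of genes changed 2-fold, and 74% to 95% of genes changed 4-fold, with 3.76% to 8.75% false calls.

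Groups, tests, markers, gene lists, the rule for named genes and all but 2 of the alternatives were fixed before the data were examined. Alternatives were pooled cell thresholds, a mitochondrial filter alone (25%), doublets kept, resolution 1.6, Leiden clusters from scanpy (2000 genes, resolution 1.0), other denominators for shares, TMM over classes, DESeq2 1.42.0, no filter on low counts, thinned cells, an estimated correlation, a block for same-numbered libraries and leaving out each library in turn. Same-numbered Ctrl and βA libraries were not more alike than others, so that block was used only as an alternative. Pooled thresholds for genes and lists and thinned cells for lists were added after the data were seen. The convention that a value is unchanged when neither it nor its alternative passes the threshold was also set after the main values were seen. The study's doublet caller, its projection of T cells on a reference atlas and its enrichment of published gene sets were not used here. Analyses ran in R 4.3.3 and Python 3.11.15.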

Results

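Transcripts of single cells were counted in 6 libraries from YUMM3.3 melanoma grafts, 3 from Ctrl tumors and 3 from βA tumors, whose tumor cells carried a vector for the activin A subunit. The Ctrl libraries held 2766, 2049 and 2186 cell barcodes with 38810487, 35382950 and 21552212 UMIs. The βA libraries held 1792, 1927 and 2332 barcodes with 22281729, 24784812 and 33314697 UMIs. These were 2334 Ctrl and 2017 βA barcodes per library on average. The Ctrl average was not the one given in the study. The median cell had 7583 ± 2192 UMIs in Ctrl and 11006.5 ± 1021 in βA libraries (mean ± SD over libraries, n = 3). After filtering, 2402, 1712 and 1798 Ctrl cells and 1526, 1663 and 1972 βA cells were compared. Of these, 1.08% to 2.06% in Ctrl and 2.08% to 4.13% in βA libraries stayed without a class.

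The first comparison asked whether tumor cells carried the engineered difference. Inhba (ENSMUSG00000041324), a protein-coding gene on the plus strand of chromosome 13 (16011851 to 16031621, GENCODE vM21), rose in βA tumor cells from 440 ± 237 to 2409 ± 227 CPM (SD, n = 3), a log2 change of 2.47 ± 0.31 (edgeR adjusted p = 1.81e-04). All 3 βA libraries lay above all 3 Ctrl libraries. In MonoMacs Inhba had 110 ± 139 CPM in Ctrl and 112 ± 42.4 in βA (log2 change 0.04 ± 0.81, edgeR adjusted p = 0.981). Without normalisation between libraries these were 36.9, 23.9 and 281 CPM in Ctrl and 153, 74.9 and 96.6 CPM in βA libraries. The Ctrl mean thus rested on library 3. GFP, which both lines carried, had no entry in the matrices and so no value. Before normalisation between libraries, Inhba was also abundant in Ctrl fibroblasts, at 412 ± 249 CPM (n = 2), against 424 ± 241 CPM (n = 3) in Ctrl tumor cells. Follistatin (Fst), which binds and blocks activins, had 350 ± 64.3 CPM in Ctrl and 318 ± 155 CPM in βA tumor cells. Inhbb, the gene of the activin B subunit, had 2.08 ± 2.03 CPM in Ctrl and 19.2 ± 3.84 CPM in βA tumor cells. Of the activin receptors, Acvr1b was at 22.1 ± 5.25 CPM in Ctrl MonoMacs and 12.8 ± 3.65 CPM in Ctrl tumor cells, and Acvr2a was at 23.2 ± 2.22 CPM in Ctrl DCs. These levels of family members across classes were not tested.

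The second comparison asked which cell types differed in number. MonoMacs made up 35.9% ± 3.56 of Ctrl cells and 58.8% ± 6.89 of βA cells (SD, n = 3), a log2 change of 0.71 ± 0.22 (edgeR adjusted p = 0.0328). Neutrophils fell from 22.9% ± 3.06 to 5.57% ± 2.52 (log2 change -2.04 ± 0.36, edgeR adjusted p = 0.00377). Endothelial cells fell from 1.39% ± 0.488 to 0.283% ± 0.114 (log2 change -2.25 ± 0.44, edgeR adjusted p = 0.00466), and pericytes, the mural cells of small vessels, from 0.980% ± 0.285 to 0.0637% ± 0.0656 (log2 change -3.90 ± 0.67, edgeR adjusted p = 0.00377), with 56 Ctrl and 3 βA cells. B cells, with 24 Ctrl and 8 βA cells, fell from 0.410% ± 0.0498 to 0.151% ± 0.0449 (edgeR adjusted p = 0.0324). In each of these 5 classes the libraries of the groups did not overlap, and the exact permutation p was 0.1, the smallest that 3 against 3 libraries allow.

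T cells (10.3% ± 1.94 in Ctrl and 8.32% ± 1.62 in βA), NK cells (5.72% ± 1.61 and 4.55% ± 1.32), DCs (5.50% ± 1.83 and 5.23% ± 0.311), basophils and mast cells (4.71% ± 1.18 and 3.35% ± 0.492) and fibroblasts (1.46% ± 1.22 and 0.703% ± 0.679) did not pass the edgeR test, with adjusted p from 0.220 to 0.811. The tumor share, which the sort set by returning tumor cells to 10% of the mixture, was 9.14% ± 5.17 in Ctrl and 10.2% ± 4.10 in βA, with 3.17% (57 cells) in Ctrl library 3. Shares were taken after a filter whose UMI thresholds were lower in Ctrl (109 to 161) than in βA libraries (524 to 1212).

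The MonoMac call was lost when any single library was left out, with edgeR adjusted p of 0.201, 0.0599 and 0.0615 without Ctrl libraries 1, 2 and 3 and 0.129, 0.0616 and 0.061 without βA libraries 1, 2 and 3 (log2 changes 0.61 to 0.80). It was also lost with neutrophils and tumor cells taken out of the denominator (log2 change 0.39, adjusted p = 0.115 by edgeR) and with a mitochondrial filter alone (0.70, adjusted p = 0.0577 by edgeR). The B cell call was lost without Ctrl libraries 1, 2 and 3 (edgeR adjusted p = 0.0699, 0.0695 and 0.0554) and βA libraries 1 and 2 (0.0896 and 0.091). The endothelial change stayed past the threshold but was -1.11 with pooled thresholds and -1.17 with doublets kept. With TMM over classes the neutrophil change was -1.35 (adjusted p = 0.0475 by edgeR), that of the Endothelial share -1.68 and that of the MonoMac share 1.36.

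**Figure D1:**
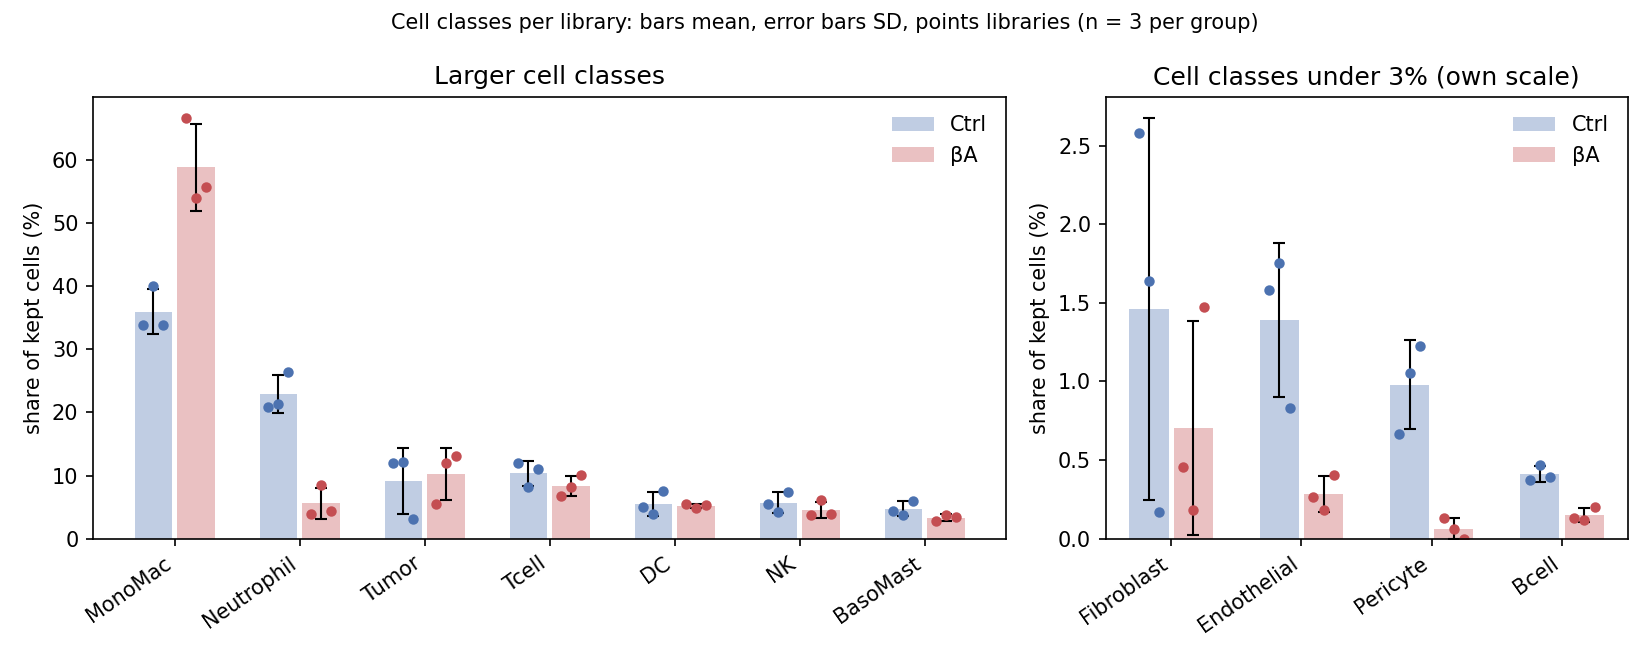
Shares of kept cells (%) per class, with bars for the mean of 3 libraries, error bars for the SD and points for libraries, on separate linear axes for larger and rarer classes. Neutrophils averaged 22.9% in Ctrl and 5.57% in βA libraries, and MonoMacs 35.9% and 58.8%.

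The third comparison asked how gene expression in tumor cells differed. Interferon response genes were far higher in βA tumor cells. Irf7, which drives type I interferon responses, rose from 4.83 ± 2.57 to 95.2 ± 33.8 CPM (log2 change 4.05 ± 0.34), and the guanylate-binding protein gene Gbp4 from 0.372 ± 0.234 to 94.0 ± 43.5 CPM (7.93 ± 0.54). The chemokine genes Cxcl10 (3.97 ± 0.33, edgeR adjusted p = 1.66e-05) and Cxcl9 (3.81 ± 0.77, edgeR adjusted p = 0.00293) and the gene of the immune checkpoint ligand PD-L1, Cd274 (1.26 ± 0.30, edgeR adjusted p = 0.00693), rose too. Of 78 interferon response genes tested, 73 rose and 1 fell (75 and 1 adjusted over the list alone), with a mean log2 change of 3.36 (camera adjusted p = 8.98e-51, and adjusted p = 0.159 with an estimated correlation). All 27 genes with a bias to type I interferon rose, with a mean of 3.79, and 22 of 27 with a bias to type II rose, with a mean of 3.51 (camera adjusted p = 1.81e-29 and 6.23e-18, and adjusted p = 0.159 and 0.236 with an estimated correlation).

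Genes of MHC class I, which present peptides to CD8 T cells, moved with them. H2-K1 rose from 121 ± 18.2 to 1846 ± 234 CPM (log2 change 3.92 ± 0.15, edgeR adjusted p = 7.12e-07), and all 9 tested members of the list rose, with a mean of 3.17 (camera adjusted p = 9.98e-16, and adjusted p = 0.159 with an estimated correlation). Of 14 antigen processing genes, 7 of which are also in the interferon response list, 13 rose and 1 fell. They included Tap2, a peptide transporter (2.63 ± 0.16), and Psmb9, an immunoproteasome subunit (4.73 ± 0.21, from 5.36 to 150.4 CPM). The list's mean was 2.15 (camera adjusted p = 3.34e-15, and adjusted p = 0.236 with an estimated correlation). Of 6 MHC class II genes, 1 rose, and the list did not pass (camera adjusted p = 0.425). Of 12 genes in a list for the cGAS-STING pathway, which senses cytosolic DNA, 7 rose and 1 fell (camera adjusted p = 7.88e-06, and adjusted p = 0.254 with an estimated correlation). This list also held the RNA sensing genes Ifih1, Ddx58 and Mavs, and 4 of its members were in the interferon response list too. Its call is therefore not separate evidence on STING. MonoMac markers in tumor cells had a mean log2 change of 0.40, and 1 of 18 rose (camera adjusted p = 0.751). DC markers had a mean of 1.62, with 3 of 5 higher and 1 lower (camera adjusted p = 0.295). Genes of conventional type 1 DCs had a mean of 2.84, with 3 of 5 higher (camera adjusted p = 0.00228, and adjusted p = 0.273 with an estimated correlation), and both lists lay at a median of 0.022 of the level in the top class. The full list of type 1 DC genes shares 2 members with the interferon response list, and that of DC markers shares 1.

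Matrix and secreted factor genes changed in both directions. Bgn, the gene of the proteoglycan biglycan, rose from 10.4 ± 8.77 to 1677 ± 94.6 CPM (log2 change 7.05 ± 0.44, edgeR adjusted p = 4.04e-06), and Timp3, a metalloprotease inhibitor, from 6.88 ± 4.86 to 314 ± 61.9 CPM (5.36 ± 0.35). Of 14 matrix metalloprotease and inhibitor genes 10 rose, with a mean of 2.16 (camera adjusted p = 1.72e-04, and adjusted p = 0.159 with an estimated correlation), among them Mmp2 (2.88 ± 0.20). Of 64 epithelial-mesenchymal transition and matrix genes 33 rose and 12 fell, with a mean of 1.01 (camera adjusted p = 1.99e-04, and adjusted p = 0.192 with an estimated correlation). Fbn1 (2.99 ± 0.15) and Col3a1 (2.39 ± 0.21) rose. Fibroblast markers moved with them, as 9 of 15 rose with a mean of 1.76, in which 1 gene with 0 Ctrl UMIs counts at its lower bound (camera adjusted p = 7.31e-05, and adjusted p = 0.159 with an estimated correlation), at a median of 0.023 of the level in the gene's top class. Of 32 SMAD2/3 target genes, which lie downstream of activin receptors, 14 rose and 5 fell (14 and 6 adjusted over the list alone), with a mean of 0.60 and a median of 0.09 (camera adjusted p = 0.0347, and adjusted p = 0.273 with an estimated correlation). Ltbp2 rose (5.33 ± 0.19) and Pdgfb fell (-4.16 ± 0.26). The call of this list was lost without Ctrl library 3 (camera adjusted p = 0.098) and without βA library 3 (0.0648). Of 8 genes for monocyte growth and recruitment 5 rose (camera adjusted p = 0.0329, and adjusted p = 0.317 with an estimated correlation), among them Ccl2, from 70.0 ± 42.5 to 636 ± 286 CPM (3.13 ± 0.42), and Csf1 (1.53 ± 0.18).

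Metabolic and growth genes were lower in βA tumor cells. Of 36 hypoxia genes 28 fell and 2 rose, with a mean log2 change of -1.07 (camera adjusted p = 3.03e-08, and adjusted p = 0.330 with an estimated correlation). The secreted glycoprotein gene Stc2 (-3.71 ± 0.21), the lipid droplet gene Plin2 (-2.22 ± 0.17) and the glycolytic enzyme gene Pgk1 (-1.28 ± 0.12, edgeR adjusted p = 3.01e-05) fell. Of 15 glycolysis genes 14 fell and 1 rose (mean -0.82, camera adjusted p = 1.57e-04, and adjusted p = 0.395 with an estimated correlation). Most glycolysis genes are also in the hypoxia list, so these calls are not separate evidence. Of 62 oxidative phosphorylation genes 45 fell and 0 rose (mean -0.48, camera adjusted p = 1.6e-08, and adjusted p = 0.159 with an estimated correlation), among them Ndufa4 (-1.96 ± 0.11) and Cycs (-1.17 ± 0.11). Of 59 MYC target genes 36 fell and 1 rose (mean -0.44, camera adjusted p = 2.05e-06, and adjusted p = 0.159 with an estimated correlation), led by Odc1, which starts polyamine synthesis, at -2.89 ± 0.19. The MYC list shares Pcna and several Mcm genes with the cell cycle list. Of 42 cell cycle genes 15 fell and 2 rose (mean -0.35, camera adjusted p = 0.0329, and adjusted p = 0.736 with an estimated correlation), a call lost without Ctrl library 3 (adjusted p = 0.0634 by camera), βA library 2 (0.0523) and βA library 3 (0.115), and with cells thinned to 2000 UMIs (mean -0.17, 1 of 24 lower, camera adjusted p = 0.569).

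Outside these lists, the largest increases by the naming rule included Hs3st3b1, a heparan sulfate sulfotransferase gene (log2 change 7.11 ± 0.37), Camk1g, a calmodulin-dependent kinase gene (7.04 ± 0.32), and Lama2, a laminin chain gene (6.92 ± 0.54). Fam167a, with 0 Ctrl UMIs, was at least 32.4-fold higher and AI593442 at least 27.6-fold higher. Apol10b, with 1 Ctrl UMI, had a βA to Ctrl ratio of 301 (interval 53.4 to 11924). Ntm, a neural cell adhesion gene, and the imprinted gene Peg10 had 0 βA UMIs and were at least 319-fold and at least 67.0-fold lower. Khdrbs3 and Grb10, with 1 βA UMI each, had Ctrl to βA ratios of 683 (interval 122 to 26991) and 451 (80.6 to 17844). Adh7, an alcohol dehydrogenase gene, fell from 199 ± 79.9 to 0.601 ± 0.0743 CPM (-8.38 ± 0.43), and the cadherin gene Cdh6 from 70.2 ± 20.8 to 0.236 ± 0.104 CPM (-8.31 ± 0.40). In all, 5677 of 11638 genes passed the edgeR test, 2983 higher and 2694 lower, of which 596 were below 10% of the level in their top class. Libraries did not overlap in 57.2% of genes tested, where chance gives 10%. With cells thinned to 2000 UMIs, 1570 genes passed. Of 161 genes of the naming rule that passed, 154 kept the call with any 1 library left out. It was lost by 2 and 4 without Ctrl libraries 1 and 2, and by 1, 7 and 3 without βA libraries 1, 2 and 3. Each group came from 1 cell line, so a difference between the lines and an effect of the vector could not be told apart.

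The fourth comparison asked how MonoMacs differed, the class with most cells. Interferon response genes were higher here too. Irf7 rose from 175 ± 74.3 to 571 ± 104 CPM (log2 change 1.71 ± 0.30, edgeR adjusted p = 0.0122), and Ifit3, an antiviral effector gene, from 29.7 ± 13.3 to 132 ± 26.9 CPM (2.17 ± 0.32, edgeR adjusted p = 0.008). Of 80 interferon response genes 38 rose and 1 fell (63 and 1 adjusted over the list alone), with a mean of 1.01 (camera adjusted p = 2.96e-27, and adjusted p = 0.470 with an estimated correlation). Of 27 type I-biased genes 23 rose (27 adjusted over the list alone), and of 28 type II-biased genes 8 rose (15 adjusted over the list alone), with means of 1.48 and 0.69 (camera adjusted p = 1.84e-23 and 1.37e-08, and adjusted p = 0.469 and 0.482 with an estimated correlation). With cells thinned to 2000 UMIs, 11 of 27 type I-biased and 0 of 27 type II-biased genes rose, with means of 1.22 and 0.44. Cxcl10 (1.09, edgeR adjusted p = 0.168), Cd274 (0.59, edgeR adjusted p = 0.278) and Cxcl9 (0.12, edgeR adjusted p = 0.788) did not pass. Lgals9, the gene of galectin-9, rose from 87.0 ± 15.4 to 197 ± 26.5 CPM (1.18 ± 0.15).

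All 10 MHC class I genes and 9 of 10 MHC class II genes rose in βA MonoMacs, with means of 0.95 and 0.80 (camera adjusted p = 6.48e-12 and 6.87e-09, and adjusted p = 0.426 and 0.469 with an estimated correlation). H2-Q6 (log2 change 1.77 ± 0.18) and H2-Ab1, a class II chain gene (0.93 ± 0.15, edgeR adjusted p = 0.0109), were among them. Of 29 SMAD2/3 target genes 16 rose and 1 fell (17 and 1 adjusted over the list alone), with a mean of 0.64 (camera adjusted p = 3.53e-11, and adjusted p = 0.365 with an estimated correlation). Smad7, a feedback inhibitor of the pathway, rose from 75.0 ± 8.25 to 171 ± 28.8 CPM (1.19 ± 0.15, edgeR adjusted p = 0.00452), and Fn1, the fibronectin gene, from 384 ± 101 to 1006 ± 148 CPM (1.39 ± 0.20). Of 36 hypoxia genes 11 rose (16 rose and 2 fell adjusted over the list alone), with a mean of 0.38 (camera adjusted p = 1.81e-06, and adjusted p = 0.470 with an estimated correlation), including the angiogenic factor gene Vegfa (1.23 ± 0.17). Dissociation stress genes moved the same way, with 9 of 27 higher, 1 lower and a mean of 0.42 (camera adjusted p = 1.99e-05, and adjusted p = 0.522 with an estimated correlation). Of 19 genes in the monocyte list 5 rose and 1 fell (camera adjusted p = 0.00196, and adjusted p = 0.549 with an estimated correlation). Among those that rose was Ly6a (1.68 ± 0.21), the gene of the surface antigen Sca-1, which is not particular to monocytes. With thinned cells the MHC class II list had a mean of 0.53 with 1 of 8 higher, and monocyte genes had a mean of 0.26, against 0.60 without thinning.

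Cell cycle genes were lower in βA MonoMacs. Of 42 tested 37 fell and 0 rose, with a mean log2 change of -1.53 (camera adjusted p = 3.96e-43, and adjusted p = 0.426 with an estimated correlation). Birc5, a mitotic regulator gene, fell from 56.6 ± 15.5 to 9.43 ± 2.17 CPM (-2.59 ± 0.24, edgeR adjusted p = 0.00368), and Top2a, Ccnb1 and the replication helicase gene Mcm7 fell by 1.96, 2.41 and 1.25 on the log2 scale. Of 59 MYC target genes, a list that shares Pcna and several Mcm genes with the cell cycle list, 22 fell (mean -0.36, camera adjusted p = 2.34e-09, and adjusted p = 0.470 with an estimated correlation). Of 33 macrophage genes 4 fell, with a mean of -0.57 (camera adjusted p = 0.0145, and adjusted p = 0.584 with an estimated correlation), a call lost without Ctrl library 2 (camera adjusted p = 0.102) and βA library 2 (0.0764). The chemokine gene Pf4 was among them (-2.13 ± 0.33). Of 5 B cell markers 3 fell (mean -0.99, camera adjusted p = 8.86e-05, and adjusted p = 0.426 with an estimated correlation). B cells, whose share also fell, had too few cells per library for a level, so RNA from them could not be screened out.

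By the naming rule, Tnfsf8, the gene of CD30 ligand, rose most, from 1.10 ± 0.259 to 12.3 ± 3.16 CPM (log2 change 3.51 ± 0.28, edgeR adjusted p = 0.00245), followed by Tmeff1 (2.61 ± 0.50) and the granzyme gene Gzmg (2.47 ± 0.49). Ifit2 (2.20 ± 0.38) and Ifi44 (2.18 ± 0.25) were also in this group. The largest decreases included Ppbp, a platelet chemokine gene (-5.36 ± 1.03), Cd207, the langerin gene (-3.74 ± 0.60), Atp6v0d2, a proton pump subunit gene (-3.73 ± 0.63), Hmmr (-2.77 ± 0.38), and the protease inhibitor gene Serpinb6a, from 111 ± 42.1 to 18.1 ± 4.86 CPM (-2.62 ± 0.32, edgeR adjusted p = 0.00429). Ighg2b, an immunoglobulin heavy chain gene, had 1 βA UMI and a Ctrl to βA ratio of 92.8 (interval 16.2 to 3707). The rule on the top class could not screen it against B cells, which had no level. In all, 1686 of 11966 genes passed the edgeR test, 826 higher and 860 lower, and libraries did not overlap in 35.4% of genes, where chance gives 10%. The count was 468, 699 and 3368 without Ctrl libraries 1, 2 and 3, 523 and 313 without βA libraries 1 and 2, and 213 with cells thinned to 2000 UMIs. Of 143 genes of the rule that passed, 76, 39 and 2 lost the call without Ctrl libraries 1, 2 and 3, and 64, 89 and 15 without βA libraries 1, 2 and 3, while 52 kept it in all 6 cases. The class held 9 clusters, of which cluster 2 was the most abundant in βA (20.2%) and cluster 1 in Ctrl (19.6%). Cluster 20, whose leading genes included the cell cycle genes Birc5, Top2a and Mki67, held 5.89% of Ctrl and 1.20% of βA MonoMacs (43, 58 and 23 against 16, 7 and 13 cells), which was not tested.

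**Figure D2:**
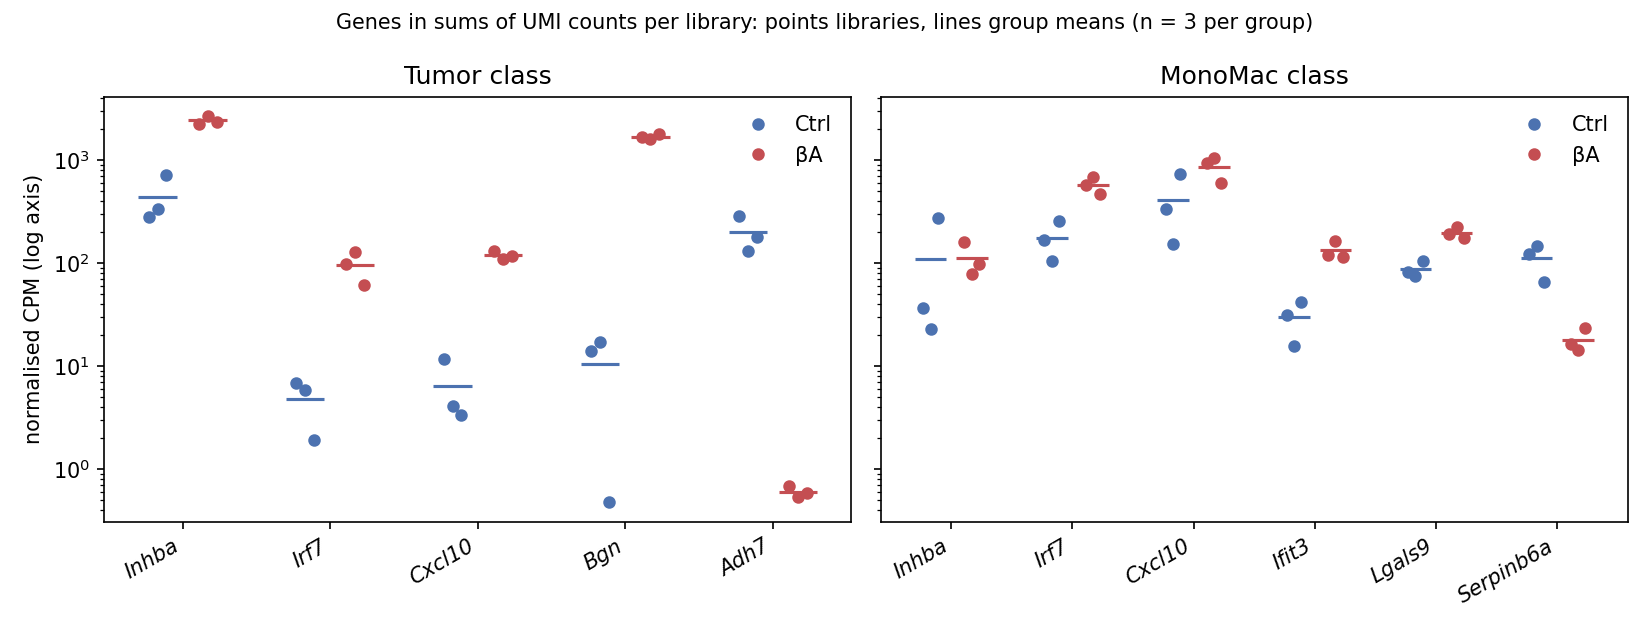
Normalised CPM on a log axis in the tumor and MonoMac sums, with points for libraries and lines for group means (n = 3 per group). Inhba averaged 440 and 2409 CPM in Ctrl and βA tumor cells, and Serpinb6a 111 and 18.1 CPM in MonoMacs.

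DCs were compared in the same way. Ifit3 rose from 43.5 ± 17.2 to 158 ± 47.0 CPM (log2 change 1.81 ± 0.28, edgeR adjusted p = 0.0134), and Irf7 (1.31 ± 0.22), Oasl1 (1.87 ± 0.34) and Lgals9 (1.13 ± 0.22) rose. Of 78 interferon response genes 11 rose (37 adjusted over the list alone), with a mean of 0.70 (camera adjusted p = 1.21e-37, and adjusted p = 0.213 with an estimated correlation). Of 9 MHC class I genes 3 rose (8 adjusted over the list alone), while none of 10 MHC class II genes passed (mean 0.05, camera adjusted p = 0.593). The class I list had a mean of 0.70 (camera adjusted p = 7.22e-14, and adjusted p = 0.1705 with an estimated correlation). Hypoxia and glycolysis genes were higher, with 4 of 29 and 4 of 15 past the edgeR test (16 and 10 adjusted over the list alone) and means of 0.62 and 0.64 (camera adjusted p = 2.71e-17 and 2.83e-15, and adjusted p = 0.1705 with an estimated correlation for both). Most glycolysis genes are also in the hypoxia list, so the calls of these lists are not separate evidence. Mif, a cytokine gene, rose from 247 ± 39.3 to 558 ± 85.8 CPM (1.18 ± 0.16), and the glycolytic enzyme genes Tpi1 (1.13 ± 0.23) and Aldoa (0.89 ± 0.17) rose. Of 23 SMAD2/3 target genes 3 rose (9 adjusted over the list alone, camera adjusted p = 1.39e-12, and adjusted p = 0.1705 with an estimated correlation), including Pmepa1 (1.40 ± 0.26). Dissociation stress genes moved the same way in DCs, with a mean of 0.26 and 0 of 26 past the edgeR test (camera adjusted p = 1.06e-04, and adjusted p = 0.399 with an estimated correlation).

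MonoMac markers moved with these DC groups. Of 16 tested 5 rose (13 adjusted over the list alone), with a mean log2 change of 1.09 (camera adjusted p = 2.71e-17, and adjusted p = 0.0288 with an estimated correlation), at a median of 0.14 of the level in the top class. With thinned cells the mean was 0.71 with 2 of 13 past the edgeR test. Apoe rose from 25.8 ± 5.67 to 173 ± 106 CPM (2.78 ± 0.36), which was 0.013 of its top class. DC markers had a mean of -0.28, with 0 of 17 past the edgeR test (camera adjusted p = 0.0092, and adjusted p = 0.171 with an estimated correlation), a call lost without Ctrl library 3 (camera adjusted p = 0.0524). By the naming rule Tm4sf5 (2.11 ± 0.41), the myeloid receptor gene Clec5a (1.94 ± 0.35) and the receptor kinase gene Axl (1.58 ± 0.28) rose. Plet1, from 391 ± 83.8 to 170 ± 32.7 CPM (-1.21 ± 0.19, edgeR adjusted p = 0.0135), the lectin gene Clec10a (-0.86 ± 0.18) and Wnt11 (-2.63 ± 0.54) fell. Libraries did not overlap in 14.2% of 7877 genes, where chance gives 10%. Of the 7877 genes 79 passed, 70 higher and 9 lower, 18 of them below 10% of the level in their top class. Of 46 genes of the rule that passed, 1 kept the call in all 6 cases with a library left out. It was lost by 43, 17 and 15 without Ctrl libraries 1, 2 and 3, and by 37, 24 and 11 without βA libraries 1, 2 and 3. The count was 5 without Ctrl library 1, 11 without βA library 1, 40 without βA library 2, 27 with thinned cells, 30 with Leiden clusters and 366 without the filter on low counts.

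Neutrophils, fewer in βA tumors, also differed in their transcripts. Gclm, for glutathione synthesis, rose from 16.7 ± 7.31 to 171 ± 81.1 CPM (log2 change 3.28 ± 0.37, edgeR adjusted p = 3.96e-04), and the peroxiredoxin gene Prdx1 from 47.7 ± 11.7 to 252 ± 59.8 CPM (2.37 ± 0.25, edgeR adjusted p = 3.4e-04). The exporter gene Abcc1 (2.49 ± 0.45), the esterase gene Esd (2.16 ± 0.30) and the lysosomal lipase gene Lipa (2.01 ± 0.39) followed. Of 70 interferon response genes 13 rose (52 adjusted over the list alone), with a mean of 0.87 (camera adjusted p = 5.25e-38, and adjusted p = 0.220 with an estimated correlation), including Isg15 (1.27 ± 0.21) and Ifit2 (1.995 ± 0.34). Of 15 glycolysis genes 5 rose (11 adjusted over the list alone), with a mean of 0.79 (camera adjusted p = 5.28e-14, and adjusted p = 0.159 with an estimated correlation), including Tpi1 (1.47 ± 0.22). Mmp8, the neutrophil collagenase gene, fell from 104 ± 37.0 to 23.1 ± 11.5 CPM (-2.30 ± 0.39, edgeR adjusted p = 0.0133), and Bambi (-2.34 ± 0.48) fell. Prok2, with 3 βA UMIs, had a Ctrl to βA ratio of 20.7 (interval 6.99 to 101). The MonoMac cell markers list in Neutrophil sums had a mean of 0.50 with 0 of 15 genes past the edgeR test (camera adjusted p = 0.00315, and adjusted p = 0.220 with an estimated correlation), a call lost without Ctrl library 2 (0.0539 by camera) and Ctrl library 3 (0.0513) and with thinned cells (mean 0.17, camera adjusted p = 0.121). Of 31 genes of the rule that passed, 25, 25 and 1 lost the call without Ctrl libraries 1, 2 and 3, and 21, 25 and 6 without βA libraries 1, 2 and 3. Libraries did not overlap in 19.3% of 4772 genes, where chance gives 10%, and 67 genes passed, 54 higher and 13 lower. The count was 6, 5 and 163 without Ctrl libraries 1, 2 and 3, 15 and 9 without βA libraries 1 and 2, 113 with doublets kept and 162 without the filter on low counts.

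T cells were compared to ask whether activation or subset shares differed. Ifi27l2a, an interferon-induced gene, rose from 817 ± 21.7 to 2489 ± 202 CPM (log2 change 1.61 ± 0.15, edgeR adjusted p = 1.93e-05), and Isg15 (1.15 ± 0.17), Irf7 (0.90 ± 0.17), Bst2 (0.90 ± 0.17) and the glycolytic enzyme gene Eno1 (0.83 ± 0.15, edgeR adjusted p = 0.0449) rose. Of 71 interferon response genes 5 rose (22 adjusted over the list alone), with a mean of 0.47 (camera adjusted p = 7.9e-36, and adjusted p = 0.290 with an estimated correlation). The activation and cytokine genes of the rule did not pass. Ifng had a change of 0.07 ± 0.25 (edgeR adjusted p = 0.999), Cd28 -0.16 ± 0.14, and the early activation marker Cd69 -0.59 ± 0.16 (edgeR adjusted p = 0.234), at 385 ± 30.4 CPM in Ctrl and 256 ± 36.7 in βA. Exhaustion genes had a mean of 0.34 with 0 of 12 past the edgeR test (1 adjusted over the list alone, camera adjusted p = 2.95e-05, and adjusted p = 0.381 with an estimated correlation), a call lost with cells thinned to 2000 UMIs (mean 0.06, camera adjusted p = 0.232). Cell cycle genes had a mean of 0.58 with 0 of 32 past the edgeR test (camera adjusted p = 6.4e-07, and adjusted p = 0.566 with an estimated correlation), a call lost without βA library 3 (mean 0.12, camera adjusted p = 0.696) and with thinned cells (mean 0.25, camera adjusted p = 0.0567). MHC class II genes had a mean of 0.84 at 0.0065 of the level in the top class (camera adjusted p = 9.45e-04, and adjusted p = 0.438 with an estimated correlation), a call lost without βA library 1 (mean 0.07, camera adjusted p = 0.656). Of 8 genes of the rule that passed, 3, 4 and 4 lost the call without Ctrl libraries 1, 2 and 3, and 4 without each βA library. Libraries did not overlap in 10.1% of 8252 genes, where chance gives 10%. An unadjusted p under 0.05, which a share of 0.05 reaches by chance, was found for 492 genes. After adjustment 10 passed, all higher. The count was 17 without Ctrl library 2, 18 without βA library 1, 16 with Leiden clusters and 112 without the filter on low counts.

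Regulatory T cell genes had a mean of 0.37 in T cells, with 0 of 13 past the edgeR test (2 adjusted over the list alone, camera adjusted p = 3.66e-05, and adjusted p = 0.527 with an estimated correlation), and a mean of 0.61 with thinned cells. The call was lost without Ctrl library 1 (mean 0.12, camera adjusted p = 0.345). NK markers in T cells had a mean of -0.24 and a median of -0.01, with 0 of 13 past the edgeR test (2 lower adjusted over the list alone, camera adjusted p = 0.0397, and adjusted p = 0.381 with an estimated correlation), and a mean of -0.32 with thinned cells, where 2 of 9 fell. That call was lost without Ctrl libraries 1 and 3 (camera adjusted p = 0.148 and 0.0991) and βA library 2 (0.194).

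CD8 cells made up 41.2% ± 4.84 of Ctrl and 33.4% ± 2.69 of βA T cells (SD, n = 3, exact permutation p = 0.1). CD4 cells made up 22.5% ± 6.78 and 29.8% ± 8.89 (exact permutation p = 0.4), regulatory cells 15.8% ± 10.3 and 20.3% ± 2.64 (exact permutation p = 0.5), and the CD8 to CD4 ratio was 1.99 ± 0.768 and 1.20 ± 0.382 (exact permutation p = 0.3). With cells thinned to 2000 UMIs the CD8 shares were 37.6% and 31.0% (exact permutation p = 0.3). The CD4 shares were then 16.1% and 18.1% (exact permutation p = 0.8) and the regulatory shares 12.3% and 14.1% (exact permutation p = 0.7). The ratio was 2.53 and 1.93 (exact permutation p = 0.4). With 1 library left out the CD4 difference ran from 2.19 to 10.7 and the regulatory one from 0.107 to 10.2. A Cd8a UMI was found in 36.3% of T cells, and in 0.246% of neutrophils and 0.332% of MonoMacs, which should lack it. A Cd4 UMI was found in 26.7% of T cells and 2.79% of MonoMacs. The median UMIs per cell were 5555.5 in T cells, 2616 in neutrophils and 13677 in MonoMacs.

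In NK cells Xcl1, a chemokine gene that attracts XCR1 DCs, fell from 1512 ± 491 to 625 ± 63.1 CPM (log2 change -1.27 ± 0.20, edgeR adjusted p = 0.0014). Rora (-1.66 ± 0.32) and the interleukin-7 receptor gene Il7r (-1.38 ± 0.29, edgeR adjusted p = 0.0448) fell, and P2ry14 (1.43 ± 0.27) rose. The granzyme genes Gzma (0.74 ± 0.17, edgeR adjusted p = 0.0771) and Gzmb (0.89 ± 0.21, edgeR adjusted p = 0.0968) and Ifng (0.16 ± 0.23, edgeR adjusted p = 0.984) did not pass. Of 19 type I-biased interferon genes 0 passed (9 adjusted over the list alone), with a mean of 0.69 (camera adjusted p = 5.86e-19, and adjusted p = 0.192 with an estimated correlation). Of 5 genes of the rule that passed, 3 lost the call without Ctrl library 2, 1 without βA library 1 and 3 without βA library 2. Libraries did not overlap in 10.5% of 5935 genes, where chance gives 10%. Of the 5935 genes 5 passed, and the fifth, Spp1 (2.11), was at 0.0065 of its top class. The count was 25 without Ctrl library 3, 16, 2 and 61 without βA libraries 1, 2 and 3, 15 with doublets kept, 2 with DESeq2, 1 with thinned cells and 42 without the filter on low counts. In basophils and mast cells Cxcl3, a neutrophil chemoattractant gene, rose from 9.12 ± 6.45 to 108 ± 42.6 CPM (3.49 ± 0.47, edgeR adjusted p = 0.00165), as did H2-Q7 (2.19 ± 0.29), H2-Q6 (1.87 ± 0.31) and the monocyte marker gene Ly6c2 (2.23 ± 0.38). Of 9 MHC class I genes 2 rose (7 adjusted over the list alone), with a mean of 1.03 (camera adjusted p = 9.82e-18, and adjusted p = 0.0965 with an estimated correlation). MonoMac markers in this class had a mean of 0.52 with 1 of 6 higher (camera adjusted p = 0.00874, and adjusted p = 0.222 with an estimated correlation), at a median of 0.08 of the top class, a call lost without Ctrl library 2 (camera adjusted p = 0.0736). Libraries did not overlap in 11.7% of 3315 genes, where chance gives 10%, and 6 genes passed. Of 5 that the rule selected, 3, 3 and 1 lost the call without Ctrl libraries 1, 2 and 3, 3 without βA library 1 and 1 without βA library 3. The count was 2 without Ctrl library 1, 13 without Ctrl library 3, 2 without βA library 1 and 51 without the filter on low counts.

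**Figure D3:**
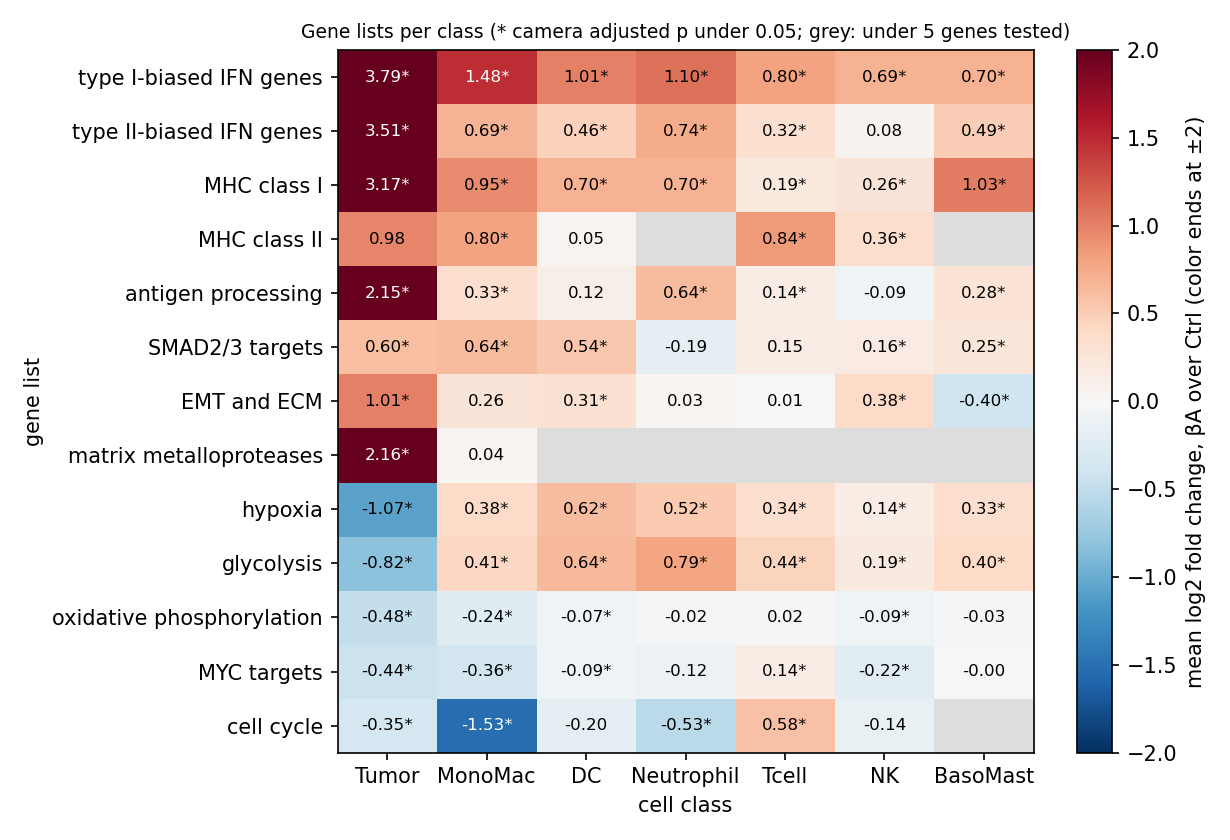
Mean log2 change of 13 gene lists (βA over Ctrl) in 7 classes, with color ending at 2 in either direction, a star for a camera adjusted p under 0.05 and grey for lists with fewer than 5 genes tested. Both interferon lists had a positive mean in the 7 classes, largest in tumor cells (3.79 and 3.51), and hypoxia genes were lower in tumor cells (-1.07) and higher in MonoMacs (0.38).

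Camera and fry differed in the lists they called. Camera called 21 of 43 lists in tumor cells, 28 of 50 in MonoMacs, 26 of 40 in DCs, 11 of 32 in neutrophils, 14 of 37 in T cells, 23 of 33 in NK cells and 14 of 29 in basophils and mast cells. Fry called 33 in tumor cells, 11 in MonoMacs, 4 in neutrophils and 0 in each of the other classes. Of the lists that camera called, 1 in tumor cells, 18 in MonoMacs, 8 in neutrophils and every list in the other classes did not pass fry. With an estimated correlation camera called 1 list, the MonoMac markers in DCs.

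The last comparison tested whether the βA effect differed between classes, each against MonoMacs. In tumor cells the interferon response effect was larger by a mean log2 difference of 2.13, with 66 of 80 genes larger and 2 smaller in the edgeR interaction test (camera adjusted p = 9.75e-19, and adjusted p = 0.249 with an estimated correlation). The hypoxia effect was lower by -1.43, with 27 of 37 genes smaller (camera adjusted p = 2.48e-12, and adjusted p = 0.376 with an estimated correlation), and the cell cycle effect was higher by 1.17, with 31 of 42 genes larger (camera adjusted p = 3.59e-07, and adjusted p = 0.433 with an estimated correlation). In T cells the cell cycle effect was higher by 2.02, with 23 of 42 genes larger (camera adjusted p = 2.07e-15, and adjusted p = 0.516 with an estimated correlation). In DCs the MHC class II effect was lower by -0.77, with 8 of 10 genes smaller (camera adjusted p = 6.19e-12, and adjusted p = 0.479 with an estimated correlation). The effect on single genes differed in 3813 of 13455 genes for tumor cells, 161 of 11593 for DCs, 487 of 11544 for neutrophils and 307 of 12150 for T cells, and 209 genes passed in opposite directions in tumor cells and MonoMacs. Without Ctrl library 1 the tumor cell count was 2485. The DC count was 269 without Ctrl library 3 and 85, 51 and 74 without βA libraries 1, 2 and 3. The neutrophil count was 311 and 231 without Ctrl libraries 1 and 2 and 320 and 262 without βA libraries 2 and 3, and the T cell count was 117 without βA library 2.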

Values the study reported

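The study reported averages of 2258 Ctrl and 2017 βA cells per sample, with 2282 and 2894 genes per cell. The study reported 5500 MonoMacs as the most abundant population and 1644 neutrophils as the next. It also listed 37 B cells, 158 fibroblasts and 134 endothelial cells. According to the study, βA left the numbers of both fibroblasts and endothelial cells unaffected. For endothelial cells this differs from the lower share in βA libraries found here. The study compared cell numbers there, and shares of kept cells were compared here. The cause of the difference was not tested.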

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

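The neutrophil tests on the filter and on dilution, the line difference, the tumor marker test in MonoMacs and the regroupings of libraries were chosen after the results they measure were seen, and a condition on the spread over genes was added to the test with thinned cells after its value was seen. The following results were singled out because the βA effect differed from that in MonoMacs by a test of the difference. By the edgeR interaction test it differed in 3813 genes in tumor cells, 161 in DCs, 487 in neutrophils and 307 in T cells. The interferon response effect was larger in tumor cells by a mean log2 difference of 2.13, and smaller in DCs (-0.28) and T cells (-0.45). The hypoxia effect was smaller in tumor cells (-1.43) and larger in DCs (0.27, with a median of 0.08 and 2 of 36 genes past the interaction test, so that few genes carried the mean). The cell cycle effect was higher in tumor cells (1.17), DCs (0.45) and T cells (2.02). All of these list differences passed camera with its preset correlation, and with an estimated correlation their adjusted p ran from 0.249 to 0.572.

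The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split gave 5677 genes in tumor cells, where the highest other split gave 0, 1686 in MonoMacs (highest other 8), 79 in DCs (0), 67 in neutrophils (0), 10 in T cells (3) and 6 in basophils and mast cells (2), so 1 split reached the real count in each. In NK cells 2 splits did, since the real split gave 5 genes and the highest other 15, so the real grouping did not stand out there. Whether a structure of the samples or random variation gave the 15 genes was not tested. For differences from MonoMacs the real split gave 3813 genes in tumor cells (highest other 0), 161 in DCs (5), 487 in neutrophils (34) and 307 in T cells (1), and 1 split reached the real count in each.

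Neutrophils were fewer in βA libraries. With the mitochondrial filter alone, which applied 1 limit to every library, the log2 ratio was -1.98, which argues against the filter set per library. Against cells that were neither neutrophils nor MonoMacs it was -1.85 (standard error 0.3503), which argues against dilution by MonoMacs as the whole cause. Loss of neutrophils with little RNA from βA libraries was gauged by the βA 5th percentile of UMIs (1614, against 965 in Ctrl). Above it lay 87.5% of Ctrl neutrophils (87.1%, 95.1% and 82.3% in Ctrl libraries 1, 2 and 3). This bounds a loss at a sharp limit only, since a graded loss could also remove cells above it. Median UMIs per neutrophil were 2560 ± 352 in Ctrl and 3260.5 ± 171 in βA libraries (mean ± SD, n = 3), so a graded loss stays open. An effect of activin A on neutrophil numbers stays open as a hypothesis, and a difference between the lines or in the sorting of libraries was not tested.

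Interferon response genes were higher in βA tumor cells. If RNA from MonoMacs were the source, tumor cells would show MonoMac markers and interferon genes at like fractions of the MonoMac level, but the interferon fraction was 58.6 times the marker fraction or more in each βA library. That ratio was also high in Ctrl (26.0, 53.8 and 4.75), and what set βA apart was the interferon fraction, at 36.2% to 42.9% against 3.35% to 8.53% in Ctrl, with marker fractions of 0.255% to 0.670% and 0.139% to 0.705%. In 339 tumor cells without UMIs of immune markers the mean log2 change was 2.87, which argues against droplets shared with immune cells as the whole source. They were 26.3% to 37.3% of tumor cells in Ctrl and 15.5% to 30.8% in βA libraries. Ctrl library 3 gave 15 of them and βA library 1 gave 13. In βA tumor cells 38 genes that passed had 0 UMIs in every library, as 11 did in Ctrl, and since each group came from 1 line, an effect of activin A and a difference between lines unrelated to it cannot be told apart.

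Cell cycle genes were lower in βA MonoMacs, with a mean log2 change of -1.53. With cells thinned to 2000 UMIs it was -1.11 (24 of 28 genes below 0), which argues against depth per cell as the whole cause. Tumor markers in MonoMacs had a mean of -0.31, far smaller than the cell cycle change. Many of these markers themselves differed between the groups, with 6 of 12 higher and 4 lower in thinned tumor cells. Inhba, which is among them, was also found in MonoMacs. The marker test therefore cannot decide on RNA from cycling tumor cells. With 10% of cells removed as doublets the cell cycle mean was -1.45 in 4680 MonoMacs, which argues against doublets. A lower share of dividing MonoMacs in βA tumors may account for it, as a hypothesis that was not tested in other animals.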

How the results depend on the processing

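The tests with pooled thresholds for genes and lists and with thinned cells for lists were chosen after the data were seen, and the other alternatives before. Inhba in tumor cells and the neutrophil, endothelial and pericyte shares kept their direction and their side of the threshold under all alternatives run. The 4 T cell subset values kept their direction and moved by less than the larger SD of the 2 groups. That SD exceeded the difference itself for CD4 (8.89 against 7.31) and regulatory shares (10.3 against 4.50). For these shares the rule could not show stability. With a library left out, the regulatory difference ran from 0.107 to 10.2. Across lists, 872 values under other settings and 724 with a library left out kept their side, and 208 and 116 fell short of the threshold. For genes of the naming rule these were 6769 and 4978, against 321 and 593, and 199 and 121 newly passed. The gene tally counts as kept also genes that passed in neither setting, so it overstates how often a call held. Of genes of the rule that passed, 154 of 161 in tumor cells kept the call with any library left out. In MonoMacs 52 of 143 did, in DCs 1 of 46 and in neutrophils 3 of 31. Where a value changed its side, the cause was not tested.

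With an estimated correlation the interferon response list no longer passed in any class, at unchanged means of 3.36 in tumor cells, 1.01 in MonoMacs, 0.70 in DCs, 0.87 in neutrophils, 0.47 in T cells, 0.35 in NK cells and 0.48 in basophils and mast cells. With a block for same-numbered libraries, which leaves fewer degrees of freedom, the MonoMac share (0.71) and the B cell share (-1.40) no longer passed, and 233 genes passed in MonoMacs, 30 in DCs, 19 in neutrophils and 3 in NK cells. With cells thinned to 2000 UMIs, which leaves fewer counts, 1570 genes passed in tumor cells, 213 in MonoMacs, 27 in DCs and 1 in NK cells, and the interferon response mean in NK cells was 0.20. Without the filter on low counts 366 passed in DCs, 162 in neutrophils, 112 in T cells, 42 in NK cells and 51 in basophils and mast cells. With doublets kept 113 passed in neutrophils and 15 in NK cells, with Leiden clusters 30 in DCs and 16 in T cells, and with DESeq2 2 in NK cells.

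The B cell share no longer passed with pooled thresholds (log2 ratio -0.60), a mitochondrial filter alone (-0.70), doublets kept (-1.05), immune cells as denominator (-1.37) or TMM over classes (-0.79). The MonoMac share no longer passed with a mitochondrial filter alone (0.70) or without neutrophils and tumor cells in the denominator (0.39), where the share of basophils and mast cells passed (-0.78).

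With 1 library left out, the MonoMac share ran from 0.61 to 0.80 and passed in 0 of the 6 cases, and the B cell share ran from -1.65 to -1.23 and passed in 1. Genes that passed ran from 4503 to 6447 in tumor cells, 313 to 3368 in MonoMacs, 5 to 89 in DCs, 5 to 163 in neutrophils, 7 to 18 in T cells, 2 to 61 in NK cells and 2 to 13 in basophils and mast cells. Differences from MonoMacs ran from 2485 to 4110 genes in tumor cells, 51 to 269 in DCs, 231 to 497 in neutrophils and 117 to 382 in T cells. The interferon response list passed camera in each case, with means from 3.26 to 3.58 in tumor cells, 0.80 to 1.40 in MonoMacs, 0.53 to 0.93 in DCs, 0.66 to 1.22 in neutrophils, 0.43 to 0.71 in T cells, 0.25 to 0.63 in NK cells and 0.19 to 0.87 in basophils and mast cells. The interferon difference of neutrophils from MonoMacs ran from -0.233 to 0.012 and passed in 2 cases. The direction of camera, which compares a list with all other genes, turned for 4 lists that then no longer passed. Ribosomal proteins in DCs ran from -0.224 to 0.0337 (without Ctrl library 1, turned), and in basophils and mast cells from -0.36 to -0.0202 (without Ctrl library 2, turned while the mean stayed negative). In NK cells monocyte genes ran from -0.0737 (without βA library 3, turned) to 0.552, and regulatory T cell genes from -0.0379 to 0.553 and turned at 0.0189 without Ctrl library 3. Ccl3 in Tumor sums, which fell, had positive changes with doublets kept (0.0474) and pooled thresholds (0.225), and Cd74 in NK sums, which had not passed, passed with doublets kept in the other direction (2.76).

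With cells thinned to 2000 UMIs fewer genes passed in every tested class but T cells. Since thinning removes counts, it cannot show whether the depth reached limited the main results. In simulated counts of basophils and mast cells 28% of genes changed 2-fold were recovered, and in neutrophils 43%, against 86% in MonoMacs. These simulations did not separate depth from the spread between libraries. Fibroblasts, endothelial cells, pericytes and B cells had too few cells per library for a gene test.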

Other observations

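The test of type I against type II interferon genes was chosen after the list means were seen, and the unnamed clusters were looked at after the classes were set. In tumor cells genes of chemokines and cytokines had means of 1.42 (10 of 16 higher and 2 lower, camera adjusted p = 0.0342, and adjusted p = 0.390 with an estimated correlation) and 1.22 (8 of 14 higher and 1 lower, camera adjusted p = 0.020, and adjusted p = 0.415 with an estimated correlation). Cxcl12 (log2 change 3.59 ± 0.30) and Il15 (3.29 ± 0.36) were among them. Checkpoint ligand genes went both ways, with 3 of 10 higher and 6 lower (camera adjusted p = 0.0754), since Lgals9 rose (3.92 ± 0.28) while Ceacam1 (-5.05 ± 0.49) and Lgals3 (-1.75) fell. Genes for angiogenesis and pericyte recruitment had a mean of 0.04 (camera adjusted p = 0.933), as Nrp1 rose (3.22) and Pgf (-3.69) and Pdgfb (-4.16) fell. Lists of mitochondrial transcripts passed camera with negative means in 5 classes, which were -0.22 in MonoMacs, -0.27 in DCs, -0.14 in T cells, -0.33 in NK cells and -0.38 in basophils and mast cells. The camera adjusted p were 0.031, 1.03e-05, 0.00212, 2.72e-08 and 2.23e-05, and with an estimated correlation the adjusted p were 0.503, 0.213, 0.441, 0.196 and 0.252. Single mitochondrial genes passed the edgeR test among MonoMacs, where 3 of 13 fell, and in tumor cells, where 9 of 13 fell and 1 rose. The cell filter removed cells above a lower mitochondrial percentage in βA (6.97% to 8.21%) than in Ctrl libraries (9.99% to 11.3%). Lists were also run with pooled thresholds, which set the same limit for all libraries. Those values are not reported here for the mitochondrial lists, so the filter's part in these changes stays open.

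Among MonoMacs, cluster 13 held 9.02% of Ctrl and 3.92% of βA cells. Cluster 14 held 3.84% and 6.44%. Among tumor cells cluster 5 held 53.7% of Ctrl and 74.3% of βA cells, and cluster 19 held 24.9% and 8.50%. These cluster shares were not tested.

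Type I interferon signalling could have gained more than type II in the immune classes of βA tumors. The difference between type I-biased and type II-biased genes was higher in every βA than in every Ctrl library in 5 of 6 immune classes. It was higher by 0.81 in MonoMacs, 0.53 in DCs, 0.36 in neutrophils, 0.55 in T cells and 0.67 in NK cells (exact permutation p = 0.1 and adjusted p = 0.12 in each), and by 0.08 in basophils and mast cells (exact permutation p = 0.8). The list means that led to the hypothesis had largely shown this difference before the test was written, so the test is no independent evidence and leaves the hypothesis open. Of interferon genes, Ifnb1 had 0 Ctrl and 7 βA UMIs in MonoMacs and 3 Ctrl and 0 βA UMIs in basophils and mast cells, Ifna4 had 0 UMIs in every class, and Ifng had 29 Ctrl and 10 βA UMIs in MonoMacs. These counts were not tested.

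A cluster that stayed without a class held 26, 25 and 37 Ctrl and 63, 38 and 41 βA cells, with a median of 2701.5 UMIs. With pooled thresholds another unnamed cluster held 79 cells, 5, 12 and 11 in Ctrl and 19, 20 and 12 in βA libraries, led by Serpinb2, Alox15 and Ccr3. Their median was 672 UMIs. With thresholds per library and resolution 1.6, a cluster with the same leading genes held 7, 13 and 14 Ctrl and 1, 6 and 1 βA cells. A cell with 672 UMIs would fail the UMI limits per library of βA libraries 1 and 3 (1212 and 725) but none in Ctrl (109 to 161). The filter per library could thus remove such cells from βA and not from Ctrl libraries. These clusterings differ in filter and resolution, and the parts of each in the difference were not tested.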
